A study of Mus musculus with 36 samples. Its data were reported in "Heterochromatic gene silencing controls CD4+ T cell susceptibility to regulatory T cell-mediated suppression in a murine allograft model" (2025).

How the data were processed

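ATAC-seq of mouse CD4 T cells was analysed from the table of raw counts per consensus peak that the authors deposited, with no normalization. According to the study's methods, reads were trimmed and aligned to GRCm39, duplicates and reads of low mapping quality were removed, peaks were called in each sample with HMMRATAC and merged over samples, and the overlap with each peak was counted with featureCounts, so that neighbouring peaks can share a read where enough of it overlaps both. The table held whole numbers for 71512 intervals, of which 3 had no width and were left out. Of the others, 1 was absent from the deposited list of peak positions, and all 37 contigs fitted GRCm39. All 36 columns matched a sample by locus, genotype, cell, Treg and replicate number, and 0 per-sample columns were left unused. Positions are printed counting from 1. Each peak was assigned to the gene with the nearest TSS in GENCODE vM39 on GRCm39. Synonyms came from a RefSeq table on GRCm38, used for names only, through which 1 symbol of the Th1 signature and 12 of the exhaustion signature were matched. All but 2 exhaustion symbols, 2 of the 54 genes on the HP1α list and 1 on the HP1γ list were matched.

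Groups were locus, genotype and condition, with 3 libraries each. HP1α and HP1γ were fitted apart. The HP1α fit used the 15 libraries kept by the study, a separate fit used all 18, and the HP1γ fit used 18. Peaks were filtered with filterByExpr, which kept 71509, 71508 and 71508 peaks, and scaled by TMM, and groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with Benjamini-Hochberg adjustment over the peaks of each comparison, two-sided. There were 15 comparisons, 7 of them KO against WT. A peak was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Log2 CPM used a prior count of 2. The biological coefficient of variation was 26.6% for HP1α, 30.6% with all its libraries and 22.2% for HP1γ. Groups that do not overlap were counted on log2 CPM. Precision may be limited by the depth per library, from 1.49 to 96.8 M reads in peaks, which was not tested by itself. Fold changes against a group with at most 3 counts in each library are not given.

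The samples, comparisons, thresholds, named genes and alternatives, except those given below as later choices, were chosen before the data were examined. The named genes were the targeted genes, the genes that the study's text names for these comparisons, with the peak of smallest p, and for each comparison of KO and WT the 2 called peaks with the smallest adjusted p in each direction among those whose KO and WT libraries did not overlap. Peaks called higher in KO with Treg were tested in the other conditions with fry of limma 3.58.1, two-sided. A Th1 and an exhaustion signature, compiled from other publications, share 5 genes and were tested with camera of limma at a preset correlation of 0.01, adjusted over 12 tests, with fry and an estimated correlation beside it. Of the signatures' genes, 66 and 91 had an assigned peak, and of the genes on the lists of the study 49 and 142.

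The replicate numbers were checked for pairing by the correlation, across peaks, of the deviations of libraries with the same number from their group means. All 3 correlations were over 0.1 for HP1α KO and WT in naive cells (0.24 to 0.49), for HP1γ KO and WT with Treg (0.15 to 0.32) and for HP1γ WT with and without Treg (0.20 to 0.29). The labels do not say what a number stands for.

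The test was tested on simulated data, with 200 peaks changed at an absolute log2 fold change of 2. In the HP1γ design with 3 libraries in each group it recovered 81.5% and called 9 unchanged peaks, with all HP1α libraries 56.0% and 1, and with 1 against 2 libraries 22.5% and 1. For the set test, a shift was added to 200 peaks after the group means had been made equal, and it had a fry p of 4.95e-09. An unshifted set had no difference by construction, so its fry p of 1 was fixed beforehand and does not measure false positives.

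The alternatives were library size alone, loess offsets per library (span 0.3) on mean abundance or on GC content, DESeq2 1.42.0, no filter beyond 1 read, autosomal peaks only, fitting only the groups compared, the replicate number as a block, alone and with GC offsets, all HP1α libraries, limma with quality weights, and leaving out each library in turn, except that no calls were made where a kept HP1α group with Treg would lose 1 of its 1 or 2 libraries. Later choices, made after seeing the data, were log2 depth and the share of reads near a TSS as covariates, the block with log2 depth for the paired comparisons, the block with GC offsets for HP1γ WT cells with and without Treg, and assignment to the nearest protein-coding TSS. For gene sets they were also peaks within 10 kb of the TSS, and for the opened peaks the 500 with the smallest p. Figures were drawn with matplotlib 3.10.9 on Python 3.11.15. The RNA-seq data of the study were not used here.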

Results

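Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA, in mouse CD4 T cells that lacked HP1α or HP1γ and in wild-type (WT) cells. HP1α, encoded by Cbx5, and HP1γ, encoded by Cbx3, bind methylated histone H3 in heterochromatin. Each knockout (KO) was compared with its own WT cells in 3 conditions. Naive cells were profiled before transfer, conventional T cells (Tconv) after transfer into mice with a bone marrow allograft, and Tconv of the last condition after transfer together with regulatory T cells (Treg). The 36 libraries formed 12 groups of 3. Reads were counted at 71509 consensus peaks with a median width of 750 bp, which together covered 80.2 Mb of GRCm39. Of the peaks, 45.6% lay in introns, 30.1% within 1 kb of a transcription start site (TSS) and 17.8% between genes.

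The number of reads counted in peaks ranged from 1.49 to 96.8 M per library, where M stands for mega, with a median of 54.8 M. All HP1α naive libraries held at least 55.3 M and all HP1γ libraries at least 19.4 M. HP1α Tconv libraries ranged from 6.20 to 74.4 M in WT and from 23.6 to 78.3 M in KO. With Treg, the HP1α WT libraries held 12.7, 1.49 and 3.20 M and the KO libraries 50.7, 7.12 and 5.73 M. The WT library of 1.49 M had no read at 8853 peaks. WT replicate 3 and KO replicates 2 and 3 of this condition were left out by the study for low signal, so that 1 KO library was compared with 2 WT libraries, and a comparison over all 6 libraries is given beside it. In those 3 libraries, peaks within 1 kb of a TSS took between 56.3% and 58.5% of the reads. The correlation between replicates across peaks was lowest in HP1α WT with Treg, from 0.70 to 0.85, and peaks are not independent replicates.

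**Figure D1:**
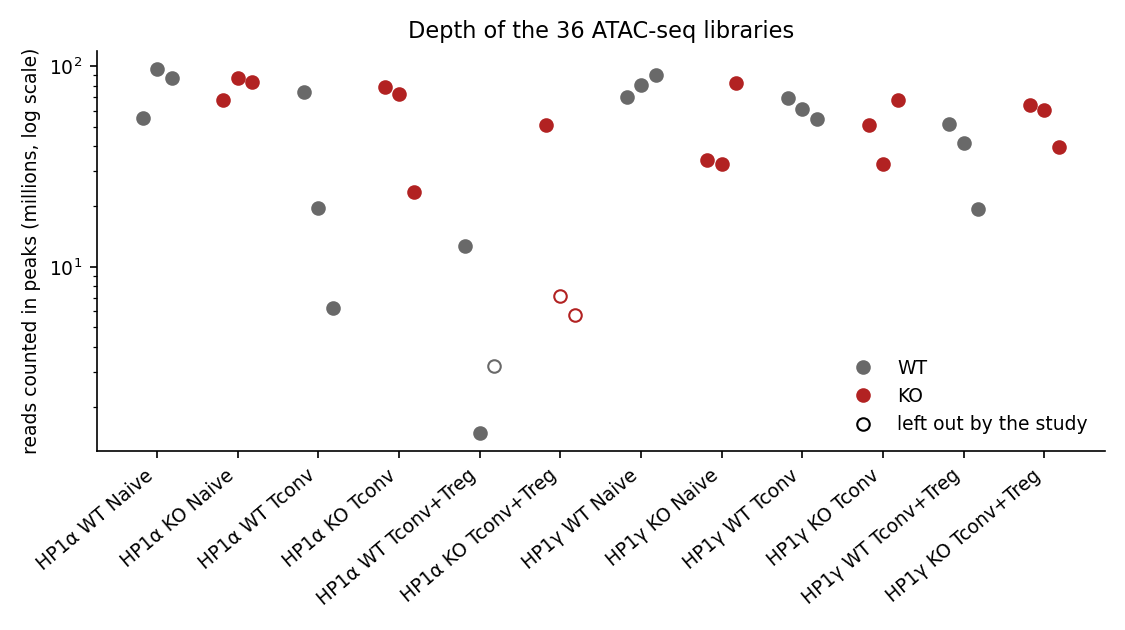
Reads counted in peaks (M, log scale) in each of the 36 libraries by group, WT in grey and KO in red, with open circles for the 3 libraries left out by the study. The HP1α libraries with Treg reach down to 1.49 M.

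The targeted genes were examined first. The start of Cbx5 lay in a peak shared with Hnrnpa1 (chromosome 15, 103146941 to 103150360), with log2 fold changes between HP1α KO and WT of -0.11 in naive cells, 0.01 in Tconv and 0.13 with Treg. A peak at a TSS inside the gene (chromosome 15, 103123401 to 103124490) had 0.01, 0.10 and 0.12. In naive cells the log2 counts per M (CPM) of the latter were 4.01 ± 0.10 (SD, n = 3) in KO and 3.99 ± 0.17 (SD, n = 3) in WT. A small peak near the start of Cbx5 (chromosome 15, 103145881 to 103146210) had -0.08, -0.88 and -0.48, with an unadjusted p of 0.0251 and an edgeR adjusted p of 0.941 in Tconv. The TSS of Cbx3 lay in a peak shared with the adjacent gene Hnrnpa2b1 (chromosome 6, 51444471 to 51448810), and its log2 fold changes between HP1γ KO and WT were 0.02, 0.02 and 0.11. None of these peaks was called, so accessibility at the targeted genes does not check which libraries were KO.

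To ask whether HP1α shapes accessible chromatin before suppression, KO was compared with WT in naive cells and in Tconv. A peak was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. In naive cells 4 peaks were called, 3 higher and 1 lower in KO, and 835 had an unadjusted p under 0.05. The replicate block together with log2 depth as a covariate moved this count most, to 25. The highest 2 by the rule were a peak nearest to Gm54974 (chromosome 7, 42629141 to 42630400), with a log2 fold change of 2.45 and an edgeR adjusted p of 3.96e-06, and the peak at the TSS of 1700030C10Rik (chromosome 12, 20864981 to 20866290), with 2.55 and 0.000147. The log2 CPM of the latter was 5.07 ± 0.19 (SD, n = 3) in KO and 2.55 ± 0.09 (SD, n = 3) in WT. The lower peak lay in an intron of Gm68273 (chromosome 6, 28923191 to 28923660), at a log2 fold change of -2.77. The remaining call, a peak at the TSS of Gm49700 (chromosome 12, 20664591 to 20665540), had 1.51 and is named here after its values were seen. In Tconv 15 peaks were called, 6 higher and 9 lower in KO, and 3450 had an unadjusted p under 0.05. Without KO replicate 1 the count was 340 and without WT replicate 1 it was 1. The peak at 1700030C10Rik was higher in KO in Tconv too, with a log2 fold change of 3.80 and an edgeR adjusted p of 0.000210. Gm49700 followed, with 2.08. The lower calls were led by the TSS of Gm47957 (chromosome 9, 52260061 to 52261200), at -2.08 with an edgeR adjusted p of 0.00333, and by Gm61383 (chromosome 13, 58770291 to 58771140), at -1.85. At all 4 naive and all 15 Tconv calls the KO libraries did not overlap the WT libraries, against 6.68% and 6.66% of all peaks, where chance gives 10%. The calls were chosen on these same libraries, so their separation is not independent support.

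Whether HP1α acts on chromatin under suppression was addressed in Tconv exposed to Treg. In the libraries kept, 1168 peaks were called between 1 KO and 2 WT libraries, 156 higher and 1012 lower in KO, and the variance came mostly from the other HP1α groups, with 1 KO library adding none. Fitting only the 3 libraries of these groups left 0 calls, with 11311 peaks at an unadjusted p under 0.05. The KO library held 50.7 M reads and the WT libraries 12.7 and 1.49 M, and with log2 depth as a covariate 41 calls were left. Over all 6 libraries 530 peaks were called, 9 higher and 521 lower in KO. That count was 1 without KO replicate 1 and 0 without WT replicate 1, with 8744 and 3487 peaks at an unadjusted p under 0.05. KO and WT did not overlap at 413 of the 530, which were chosen on these same libraries, against 11.2% of all peaks and 10% by chance.

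The lower calls in the kept libraries were led by a peak nearest to Gm24434 (chromosome 12, 39698741 to 39699420), with a log2 fold change of -4.88 and an edgeR adjusted p of 3.86e-05. The peak at Gm47957 was lower again, at -2.73, and at -2.54 over all libraries. The higher calls were led by peaks nearest to Gm29336 (chromosome 1, 88574901 to 88576120), at 1.99, and Gm74390 (chromosome 11, 104557481 to 104559250), at 1.88. Over all libraries they were led by peaks nearest to Hes7 (chromosome 11, 69008251 to 69010460), at 1.31, and in an intron of Grap2 (chromosome 15, 80501421 to 80502780), at 1.83. The second decrease over all libraries was at Gm13868 (chromosome 2, 102143161 to 102143580), at -2.90. For this comparison the study's text reports IFN-γ and IL-17A as protein by flow cytometry, and shows accessibility at Il2. Accessibility at Ifng and Il17a, given next, does not test those protein results. Of the cytokine genes that the study names for this comparison, none had a called peak. All 3 peaks of Il2 were higher in KO, and the one at its TSS (chromosome 3, 37179131 to 37181450) had a log2 fold change of 1.31 and an edgeR adjusted p of 0.0732. The best peak of Ifng (chromosome 10, 118254001 to 118256920) had 0.62 and 0.175. That of Il17a (chromosome 1, 20824691 to 20825100) had 0.75 and 0.764, and -0.22 with log2 depth as a covariate.

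The effect of Treg was then compared between genotypes. In HP1α WT cells 4839 peaks were called between Tconv with and without Treg, 3521 higher and 1318 lower with Treg. Without WT Tconv replicate 1 the count was 1474. In HP1α KO cells, with 1 library with Treg, 392 peaks were called, 189 higher and 203 lower, and fitting only the groups compared left 0, with 3471 peaks at an unadjusted p under 0.05. The test of the difference itself, the interaction of genotype and Treg, called 33 peaks, all with a lower KO effect under Treg, and 7391 peaks had an unadjusted p under 0.05. With all 18 HP1α libraries 0 peaks were called and 4953 had an unadjusted p under 0.05, and 0 were called without WT Tconv replicate 1, with 4636.

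For HP1γ, 100 peaks were called between KO and WT in naive cells, 95 higher and 5 lower in KO. The count was 2340 with DESeq2 in place of edgeR and 56 without KO replicate 3. In Tconv 2392 peaks were called, 1207 higher and 1185 lower, and with Treg 8482, 4635 higher and 3847 lower. With trended loess offsets 1007 of 2731 calls in Tconv were higher in KO, and 5956 of 8680 with Treg, while by library size alone 3906 of 8594 were higher with Treg. With Treg the count was 3719 without KO replicate 1 and 3723 without WT replicate 2, and in Tconv it was 955 without KO replicate 3. KO and WT did not overlap at all 100 naive calls, at 1955 of those in Tconv and at 7127 of those with Treg. These calls too were chosen on the same libraries. Over all peaks these shares were 27.3%, 18.5% and 31.4%, where chance gives 10%. At 1116 peaks all KO libraries were above all WT libraries in each of the 3 conditions and at 389 all were below. Chance gives 8.94 peaks in each direction if no condition has an effect and the conditions are independent. Other peaks were separated in all 3 conditions with 1 direction opposite, 387 with naive cells opposite, 51 with Tconv and 45 with Treg. For HP1α with all libraries, 11 peaks were above and 11 below, and 7, 13 and 7 had 1 direction opposite.

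**Figure D2:**
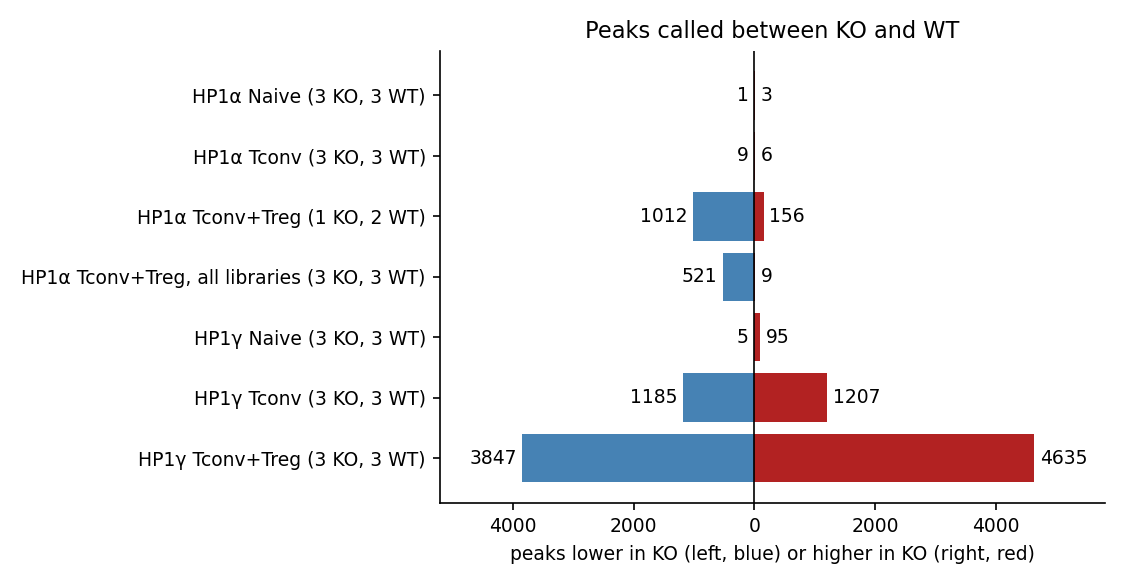
Number of peaks called lower (left, blue) and higher (right, red) in KO than WT in each comparison, with the number of libraries in brackets. Calls rise from 100 in HP1γ naive cells to 2392 in Tconv and 8482 with Treg.

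The peak with the smallest p in all 3 HP1γ comparisons lay in Cd4 (chromosome 6, 124856622 to 124866115), with log2 fold changes of 2.77 in naive cells, 2.55 in Tconv and 2.60 with Treg. Its log2 CPM in naive cells was 9.35 ± 0.04 (SD, n = 3) in KO and 6.59 ± 0.05 (SD, n = 3) in WT. Of the 17 peaks within 50 kb of the Cd4 TSS, this and 1 other were called, both in all 3 conditions. The other higher calls named by the rule were an exon of Gm49214 in naive cells (chromosome 15, 31458311 to 31460030), at 3.48, and an intron of Gm19786 (chromosome 12, 18599261 to 18600500), at 4.93 in Tconv and 3.92 with Treg. In naive cells a peak nearest to Gm64359 (chromosome 3, 82114601 to 82114910) had 0 reads in all KO libraries and between 114 and 247 in the WT libraries. A peak in an intron of Bbs9 (chromosome 9, 22572171 to 22572490) was lower in KO, at -1.33. The remaining lower naive calls, at Gucy1a1, Gm64177 and Gm32914, had log2 fold changes of -2.60, -1.02 and -1.36 and are named after their values were seen. Lower calls in Tconv were led by an intron of Tor1aip2 (chromosome 1, 155932941 to 155933290), at -2.86, and the TSS of Ergic1 (chromosome 17, 26813141 to 26814720), at -1.74. With Treg they were led by the TSS of Cd47 (chromosome 16, 49618511 to 49622560), at -1.23, and a peak nearest to Gm73113 (chromosome 7, 80094041 to 80096610), at -1.47.

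**Figure D3:**
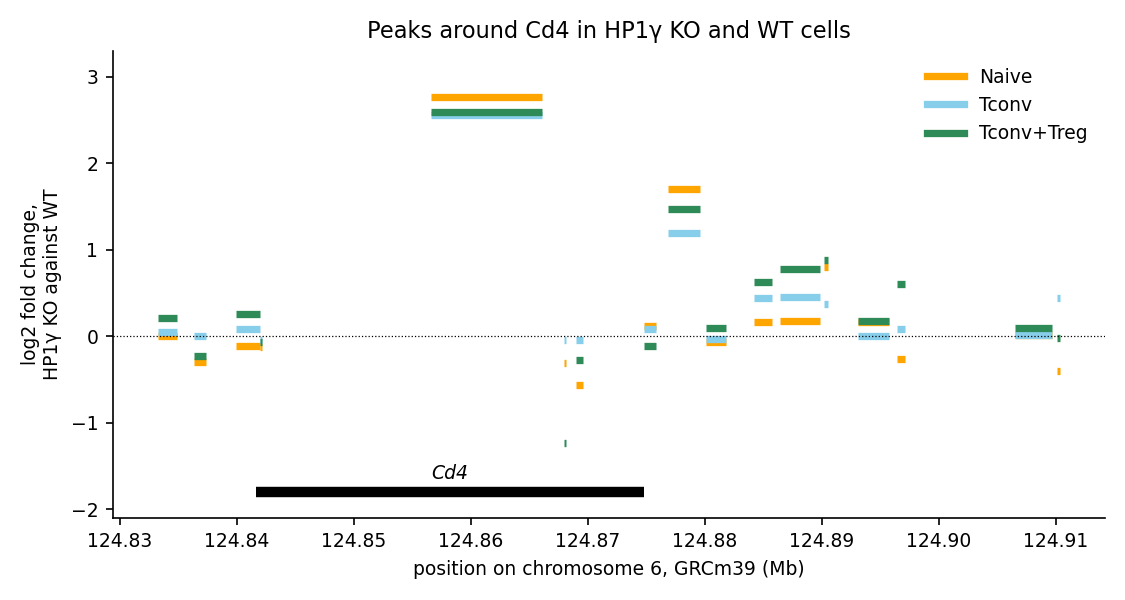
Log2 fold change between HP1γ KO and WT at each peak within 50 kb of the Cd4 TSS by position on chromosome 6, in naive cells, Tconv and Tconv with Treg, with the gene as a black bar. The peak inside the gene rises by between 2.55 and 2.77 in each condition.

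The genes that the study names for HP1γ were examined with Treg. All 3 peaks of Lag3 were higher in KO and none was called. The one at its TSS (chromosome 6, 124886434 to 124889845) had a log2 fold change of 0.78, below the threshold of 1, at an edgeR adjusted p of 0.00658. For Pdcd1, 1 of 4 peaks was called higher, and the peak with the smallest p (chromosome 1, 93978101 to 93985070) had 0.71. For Havcr2, which encodes an inhibitory receptor, 2 of 7 were called, with 1.02 and an edgeR adjusted p of 0.0232 at the best peak (chromosome 11, 46364801 to 46365880), where the libraries of KO and WT overlapped. Of the 15 peaks of Il10, 3 were called higher, and the best (chromosome 1, 130965591 to 130967230) had 1.87 and an edgeR adjusted p of 3.19e-05. Its log2 CPM was 5.09 ± 0.40 (SD, n = 3) in KO and 3.09 ± 0.55 (SD, n = 3) in WT. Of the 44 peaks of Tox, 14 were called higher and 0 lower, with 1.80 and an edgeR adjusted p of 0.000196 at an intron (chromosome 4, 6940371 to 6941880). None of the 4 peaks of Tigit was called, and the best (chromosome 16, 43481441 to 43486200) had 0.47 and an edgeR adjusted p of 0.00938. The study's text reports TIGIT as protein and does not name it among the more accessible genes.

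Treg exposure changed 98 peaks in HP1γ WT cells, 48 higher and 50 lower. The replicate numbers pair these libraries, and the fit with the replicate block called 521. With log2 depth as a covariate 1 was left. Without WT Tconv replicate 2 or without Treg replicate 1 or 3 the count was 1, and without WT Tconv replicate 3 it was 865. In HP1γ KO cells 5831 peaks were called, 4360 higher and 1471 lower with Treg, and 2132 without KO Treg replicate 1. The interaction of genotype and Treg called 1 peak, in an intron of Trpm6 (chromosome 19, 18743671 to 18744330), with a log2 difference of 2.42 and an edgeR adjusted p of 0.0300, and 9150 peaks had an unadjusted p under 0.05. It is named after its values were seen. DESeq2 called 799 peaks for this interaction.

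Tconv differed widely from naive cells. The naive libraries carry a label series of their own, so library series and condition go together in this comparison. In HP1α WT cells 30372 peaks were called, 17824 higher and 12548 lower in Tconv, and in HP1γ WT cells 33226, 17513 higher and 15713 lower. Across 71508 peaks, which are not independent replicates, the fold changes of the HP1α and HP1γ libraries had a correlation of 0.95. No library is shared between HP1α and HP1γ. The KO effects with Treg had a correlation of -0.36 between HP1α and HP1γ across peaks, and -0.40 with all HP1α libraries. Of the 826 peaks called in both, 824 moved in opposite directions.

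Peaks opened by a KO with Treg were then followed in the other conditions, to ask whether they differ before exposure. For HP1γ, the 4635 peaks higher in KO with Treg had a median log2 fold change of 0.88 in Tconv, with 95.7% above 0 and a fry p of 0.00437. In naive cells the median was 0.82, with 88.5% above 0 and a fry p of 0.0147. For HP1α, the 156 peaks had a median of 0.12 in Tconv, with 85.9% above 0 and a fry p of 0.148, and 0.03 in naive cells, with 73.1% above 0 and a fry p of 0.731. Of all peaks, 45.6% and 50.3% were above 0 for HP1α, and 53.0% and 54.8% for HP1γ. With GC offsets 16 HP1α peaks formed the set and their median in Tconv was 0.19, with a fry p of 0.00827. These offsets also moved the median of all peaks in Tconv from -0.030 to 0.046. The fry p-values are unadjusted, and the difference between HP1α and HP1γ was not tested.

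**Figure D4:**
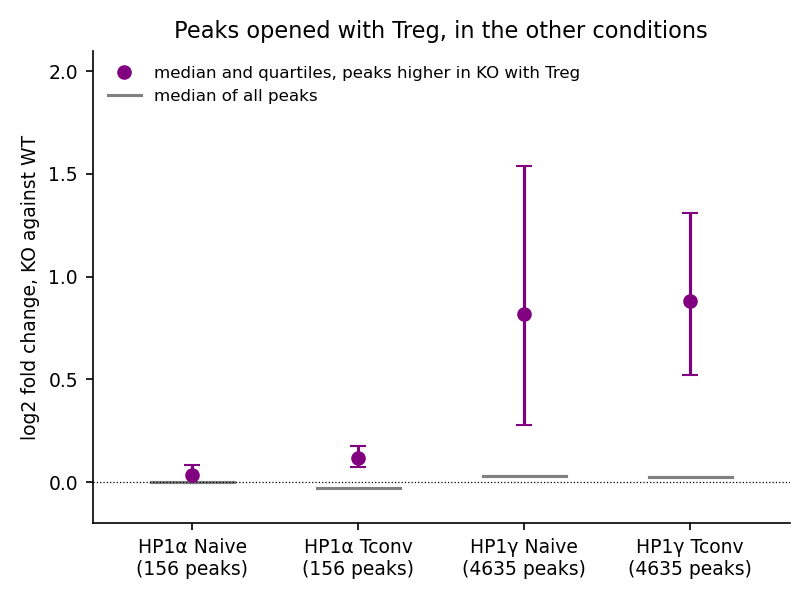
Median (point) and quartiles (bars) of the log2 fold change between KO and WT in naive cells and Tconv for peaks that were higher in KO with Treg, with the median of all peaks as a grey line. The HP1γ medians are 0.82 and 0.88 and the HP1α medians 0.03 and 0.12.

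A published Th1 signature (336 peaks) and an exhaustion signature (458 peaks) were tested in the 6 comparisons of KO and WT. By camera with a preset correlation, 4 of 12 tests had an adjusted p under 0.05. The Th1 set was higher in HP1α KO with Treg (median log2 fold change 0.34, adjusted p 0.00109) and lower in HP1γ KO Tconv (-0.08, 0.0249). The exhaustion set was higher in HP1γ KO with Treg (0.18, 0.00109) and in HP1γ KO naive cells (0.18, 0.00109). By fry, only the Th1 set in HP1α KO with Treg passed, at 0.00309, and with an estimated correlation none did.

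A list of 54 genes was drawn up by the study for HP1α and a longer list for HP1γ, partly from these libraries, so their values are not independent evidence. The peaks of the first had a median log2 fold change of 0.67 in HP1α KO with Treg. Of these peaks, 9 were called higher over all peaks and 20 adjusted over the list alone. Over all HP1α libraries the median was 0.51 and 0 peaks were called. In HP1γ KO with Treg the same peaks had a median of -0.57, and 45 were called lower over all peaks and 48 adjusted over the list alone. The second list had 782 peaks, with a median of 0.79 in HP1γ KO with Treg, where 294 were called higher and 3 lower over all peaks, and 316 and 5 adjusted over the list alone. In Tconv its median was 0.56, with 83 higher and 5 lower calls over all peaks and 124 and 9 adjusted over the list alone. In naive cells it was 0.35, with 2 higher calls over all peaks and 3 adjusted over the list alone. In HP1α KO with Treg its median was -0.77, and 57 peaks were called lower over all peaks and 137 adjusted over the list alone. With log2 depth as a covariate that median was -0.28.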

Values the study reported

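The study reported 54 genes that were both more accessible and more expressed in HP1α-deficient Tconv exposed to Treg. For HP1γ it reported 151 such genes within its second expression cluster. It left out ATAC-seq libraries whose fraction of reads in peaks was below 0.15 and whose TSS enrichment was below 10. It put the purity of its naive CD4 T cells, judged by CD62L and CD44, at routinely more than 95%.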

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

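GC offsets and the fit of all 18 HP1α libraries were set beforehand, and the other tests in this part were chosen after the results they address were seen.

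The effect of HP1α loss differed with and without Treg at 33 peaks by the interaction test of edgeR, with a median log2 difference of -2.33 and the KO effect lower under Treg at all 33. The test rests on 1 KO and 2 WT libraries with Treg, and the KO library held 50.7 M reads against 12.7 and 1.49 M. With log2 depth as a covariate 0 peaks were called, 6143 had an unadjusted p under 0.05, and the median of the 33 was -2.23. Since the fold changes moved little while the calls were lost, and depth goes with genotype in these groups, library depth and the loss of HP1α cannot be told apart for these peaks. GC offsets called 120 peaks, 32 of them among the 33, so a GC trend as the whole of the difference is not borne out. With all 18 HP1α libraries 0 were called. A response to Treg that needs HP1α stays open beside depth. With 1 KO library under Treg, other splits of the libraries were not counted.

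The effect of HP1γ loss differed with and without Treg at 1 peak, in Trpm6, by the interaction test. Of 30 splits, the real one and others drawn at random that regroup the libraries with and without Treg within each genotype, 5 gave at least 1 call, and the highest gave 936. With log2 depth as a covariate, which is 1 of the alternatives, 0 peaks were called, and 7159 had an unadjusted p under 0.05. Chance is therefore open for this peak, beside an effect of HP1γ under Treg, which is untested.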

How the results depend on the processing

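No filter beyond 1 read and autosomal peaks only kept every count of the 15 comparisons within 1.5 times. The counts between Tconv and naive WT cells stayed within 1.5 times under every alternative run, including each library left out (26546 to 30027 for HP1α and 31996 to 33739 for HP1γ). In what follows the cause was not tested unless it is given.

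Library size alone called 201 peaks for HP1γ WT with against without Treg (98 by TMM) and 0 for the HP1γ interaction, with 9686 at an unadjusted p under 0.05. It moved the median of all peaks to 0.16 in the former and -0.18 in the latter. Trended loess offsets called 141 for the HP1α interaction (33), 180 for HP1γ KO against WT naive (100), 713 for HP1γ WT with against without Treg and 1022 for HP1α KO against WT with Treg over all libraries (530). GC offsets called 10 for HP1α KO against WT naive (4), 23 for HP1α Tconv (15), 120 for the HP1α interaction and 243 for HP1γ WT with against without Treg. DESeq2 called 7 for HP1α naive, 2635 for HP1α KO against WT with Treg (1168), 101 for HP1α KO with against without Treg (392), 211 for the HP1α interaction, 2340 for HP1γ naive, 2329 for HP1γ WT with against without Treg and 799 for the HP1γ interaction (1).

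Fitting only the groups compared leaves fewer libraries to estimate the variance. It called 2 for HP1α naive, 1 for HP1α Tconv, 0 for HP1α KO against WT with Treg, with 11311 at an unadjusted p under 0.05, and 0 over all libraries, with 6311. It called 0 for HP1α KO with against without Treg (3471), 0 for the HP1α interaction (6269), 0 for HP1γ WT with against without Treg (11492) and 0 for the HP1γ interaction (5775), unadjusted counts in brackets. For HP1γ KO against WT it called 1074 in naive cells, 460 in Tconv (2392) and 3656 with Treg (8482), and for HP1γ KO with against without Treg 607 (5831).

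All 18 HP1α libraries gave 7 in naive cells, 24 in Tconv, 530 with Treg, 1035 for KO with against without Treg, and 0 for the interaction, with 4953 at an unadjusted p under 0.05. Quality weights by limma gave 0 for KO against WT with Treg over all libraries, with 6995 at an unadjusted p under 0.05.

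The replicate block called 521 for HP1γ WT with against without Treg, where the numbers pair the libraries. The block with GC offsets called 760 there and 13 for HP1α naive, and the block with log2 depth 258 and 25. For HP1γ KO against WT with Treg, paired as well, the block called 9058 (8482). In the other comparisons libraries share only a number, with same-number correlations from -0.27 to 0.56. There the block called 1919 for HP1α KO against WT with Treg, 7262 for HP1α WT (4839) and 855 for HP1α KO with against without Treg, and 3 for the HP1γ interaction. With GC offsets the replicate block called 24 for HP1α Tconv and 893 for HP1α with Treg over all libraries. The blocked fits moved no other count by over 1.5 times.

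Log2 depth as a covariate, chosen after seeing the data, called 27 for HP1α Tconv, 41 for HP1α KO against WT with Treg, 1731 for HP1α WT with against without Treg, 0 for the HP1α interaction (6143 at an unadjusted p under 0.05), 1 for HP1γ WT with against without Treg and 0 for the HP1γ interaction (7159). The share of reads near a TSS as a covariate, chosen then too, called 754 for HP1α KO against WT with Treg and 1037 over all libraries, 207 for the HP1α interaction, 857 for HP1γ WT with against without Treg and 81 for the HP1γ interaction.

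The direction of calls moved with scaling. For HP1α KO against WT with Treg 156 of 1168 were higher in KO, but 16 of 1089 with GC offsets and 1391 of 2635 with DESeq2. Over all libraries 9 of 530 were higher, but 64 of 484 by library size and 268 of 794 with DESeq2. For HP1α WT with against without Treg 3521 of 4839 were higher, but 3241 of 3884 with GC offsets and 3662 of 6798 with DESeq2, and for HP1α KO 189 of 392, but 147 of 281 with trended offsets and 21 of 101 with DESeq2. For the HP1α interaction 0 of 33 were higher, but 7 of 37 by library size, 23 of 141 with trended offsets and 104 of 211 with DESeq2. For HP1γ KO against WT naive 95 of 100 were higher, but 125 of 180 with trended offsets. In Tconv 1207 of 2392 were higher, but 1007 of 2731 with trended offsets, 999 of 2467 with GC offsets and 1512 of 2458 with DESeq2. With Treg 4635 of 8482 were higher, but 3906 of 8594 by library size, 5956 of 8680 with trended offsets, 5713 of 8578 with GC offsets and 4353 of 8816 with DESeq2. For HP1γ WT with against without Treg 48 of 98 were higher, but 170 of 201 by library size, 200 of 713 with trended offsets, 66 of 243 with GC offsets and 2103 of 2329 with DESeq2. For the HP1γ interaction 1 of 1 was higher, but 156 of 799 with DESeq2. In HP1α naive cells 3 of 4 were higher, but 3 of 3 by library size, 3 of 5 with trended offsets, 3 of 10 with GC offsets and 3 of 7 with DESeq2, and in HP1α Tconv 6 of 15, but 6 of 10 with trended offsets and 8 of 12 with DESeq2. With the share of reads near a TSS as a covariate 6424 of 8663 were higher for HP1γ KO against WT with Treg, 1389 of 1842 in HP1γ Tconv, and 14147 of 29008 (17824 of 30372) between Tconv and naive HP1α WT cells. With log2 depth as a covariate 1027 of 2179 were higher in HP1γ Tconv. Shares also moved under other alternatives that are not listed here.

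Leaving out each library in turn gave from 2 (without WT replicate 3) to 8 calls (without KO replicate 2) for HP1α naive and from 1 (without WT replicate 1) to 340 (without KO replicate 1) for HP1α Tconv. In the next 3 comparisons only libraries without Treg were left out for a count, since the kept groups with Treg hold 1 or 2. For HP1α WT with against without Treg this gave from 1474 (without Tconv replicate 1) to 5797, for HP1α KO from 356 to 696 (without Tconv replicate 1), and for the HP1α interaction from 0 (without WT Tconv replicate 1, 4636 at an unadjusted p under 0.05) to 124 (without KO Tconv replicate 1). Over all HP1α libraries with Treg, each left out in turn, it gave from 0 (without WT replicate 1, 3487) to 766 (without KO replicate 2), and 1 without KO replicate 1. For HP1γ KO against WT it gave from 56 (without KO replicate 3) to 85 in naive cells, from 955 (without KO replicate 3) to 3791 (without WT replicate 3) in Tconv and from 3719 (without KO replicate 1) to 11572 with Treg. For HP1γ WT with against without Treg it gave from 1 (without Tconv replicate 2) to 865 (without Tconv replicate 3), for HP1γ KO from 2132 (without Treg replicate 1) to 9338 (without Treg replicate 2), and for the HP1γ interaction from 0 to 285 (without KO Treg replicate 2).

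Of 12 gene set tests 4 passed, 1 by fry and 0 with an estimated correlation. With all HP1α libraries 5 passed, the exhaustion set now also as lower in HP1α KO with Treg (adjusted p 0.0433), and by protein-coding TSS 3, without the Th1 set in HP1γ Tconv (0.117). Sets whose direction reversed passed under no setting in the reversed direction. These were the exhaustion set in HP1α naive cells within 10 kb (adjusted p 0.795) and by protein-coding TSS (0.741), in HP1α Tconv within 10 kb (0.957) and with GC offsets (0.890) and in HP1γ Tconv within 10 kb (0.957), and the Th1 set in HP1α Tconv by fry (0.953) and in HP1γ naive cells by fry (0.719) and by protein-coding TSS (0.878). The opened HP1α peaks had a median of 0.19 in Tconv with GC offsets, now past the threshold, and of -0.0055 in naive cells, a reversal. GC offsets also cut this set from 156 peaks to 16. They moved the median of all peaks from -0.030 to 0.046 in Tconv and from 0.0011 to -0.0061 in naive cells. Scaling and the loss of HP1α are therefore not separated by this change. The Il17a peak reversed to -0.22 with log2 depth as a covariate. Of 427 values of other named peaks under settings that keep all libraries, 393 stayed on their side, 30 were weaker and 3 stronger. At the targeted genes 37 of 205 values changed sign, and 0 were called. With 1 against 2 HP1α libraries with Treg 22.5% of simulated changes were recovered, and depth and the number of libraries were not varied apart.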

Other observations

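Except for GC offsets, the tests in this part were chosen after the results they address were seen.

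The calls between HP1α KO and WT with Treg set 1 deep KO library against 2 shallow WT libraries. Of the 1012 lower calls, 80.0% were lower in the deep WT Tconv replicate 1 than in the shallow replicate 3, a pair of libraries of one genotype without Treg, against 53.1% of all peaks. Of the 156 higher calls, 96.8% were higher in the deeper library, against 46.9% of all peaks. In KO Tconv replicate 1 against replicate 3 the shares were 85.1% and 94.9%. Library depth, or a property of libraries that goes with it, may therefore account for part of these calls. With log2 depth as a covariate 41 calls were left, while all 1168 kept their direction and the median log2 fold change went from -2.30 to -1.75 at the lower calls and from 1.30 to 0.99, under the threshold, at the higher calls. Of the 41 calls 1 was higher. Depth goes with genotype in these libraries, so depth and the loss of HP1α cannot be told apart by the covariate. Over all HP1α libraries with Treg fewer calls were lost. The covariate gave 375 there, 32 of them higher, and 208 were among the 530 called without it. In the 3 libraries left out by the study, 76.5% of the lower calls were lower in KO, against 52.6% of all peaks, and 86.5% of the higher calls were higher, against 47.4%. As peaks move together along a shared trend, these shares are close to a single draw and leave noise of single libraries open. With GC offsets 927 of the 1012 lower calls were still called, which argues against a GC trend as their whole cause. Of the 156 higher calls 14 were, and 107 in the fit with the replicate block. Without the block their median log2 fold change went from 1.30 to 1.39, with all 156 over 1 and at an unadjusted p under 0.05, which argues against a GC trend as the whole of these changes too. The list of 54 genes had a median log2 difference of 0.15 in the left-out libraries and of 0.58 with the depth covariate. The HP1γ list had -0.26 and -0.28, against -0.77 in the kept libraries without the covariate.

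Other splits of the same libraries gave as many calls in several comparisons, and a share under 0.1 is not possible with 10 splits. For HP1α KO against WT, 3 of the 10 splits of the 6 naive libraries gave as many calls, and none of the other splits that part all pairs gave any. In Tconv 6 of the 10 splits gave as many, and the split into the deeper and the shallower libraries gave 10553, against 15 for genotype and 27 for genotype with log2 depth as a covariate. Over all HP1α libraries with Treg 2 of the 10 splits gave as many, and the split of kept from left-out libraries gave 4725. The split into the deeper and the shallower libraries gave 0 there. For HP1γ KO against WT only the real split of 10 gave as many in naive cells (1 of the 10 splits, next highest 4), in Tconv (1 of 10, next highest 2294) and with Treg (1 of 10, next highest 3978). With Treg the other splits that part all pairs gave 0. For HP1γ WT with against without Treg 3 of the 10 splits gave as many. The highest of the others, 294, parts all pairs like the real one, and the real split is also the one by depth, so Treg and depth are confounded here, with 258 calls in the fit with the replicate block and log2 depth. For HP1γ KO with against without Treg 1 of the 10 splits, the real one, gave as many, and the next gave 4801. Between Tconv and naive cells 1 of the 10 splits gave as many in HP1α and 1 of the 10 in HP1γ, where every other split gave 0. In HP1γ that split is also the one by depth.

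With log2 depth as a covariate, the calls between HP1γ KO and WT with Treg stood apart from those of HP1α in the kept libraries. With GC offsets they did not stand apart from the lower HP1α calls, most of which stayed as well. In the fit with the replicate block, 7647 of the 8482 were still called with log2 depth as a covariate and 7567 with GC offsets, which argues against a depth or a GC trend as their whole cause. Of the higher calls, 21.8% were higher in the deeper WT Tconv library of HP1α (replicate 1 against 3), against 46.9% of all peaks. In WT replicate 1 against 2 and KO replicate 1 against 3 these shares were 14.9% and 12.8%. The higher calls thus ran against the deeper library. Of the lower calls, 56.5% were lower in WT replicate 1 than in 3, near the 53.1% of all peaks. The HP1α and HP1γ effects with Treg went in opposite directions, with a correlation of -0.36 across peaks. It stayed at -0.35 with log2 depth as a covariate in both fits. Depth goes with genotype in the kept HP1α libraries, so the covariate cannot decide whether depth is its source. The HP1γ KO effect with Treg also had a correlation of 0.51 with HP1α WT cells with against without Treg. That comparison uses the same 2 shallow HP1α WT libraries and no HP1α KO library. The HP1α side still rests on 1 KO library, and opposite roles under Treg stay a hypothesis.

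In naive cells the HP1γ KO effect followed the difference between Tconv and naive cells in the HP1α WT libraries, with a correlation of 0.58 across peaks. That difference is called activation here, though library series goes with it. The 6038 peaks that open by a log2 fold change over 3 from naive cells to Tconv had a median KO effect of 1.10, and 94.2% were higher in KO. The 915 peaks that close as strongly had a median of -0.054. A share of 8.45% of activated cells would give the first value and -0.09 for the second, so activated cells among the naive cells are a candidate explanation. The purity of naive cells that the study states leaves room for a smaller share only, which goes against this, though it was not given per library. The replicates differed, with medians at the opening peaks of 1.41, 1.21 and 0.39 above the WT mean in KO and 0.34, -0.17 and -0.16 in WT. KO replicates 1 and 2 held 33.9 and 32.4 M reads, KO replicate 3 held 82.4 M and the WT libraries 70.5 to 90.3 M. Depth, or a library property that goes with it, is therefore not separated from genotype at these peaks. With log2 depth as a covariate 92 peaks were called in naive cells, 69 of them among the 100 called without it. At the closing peaks the medians were -0.168, -0.010 and 0.012 in KO and 0.026, -0.021 and -0.00067 in WT. Only KO replicate 1 lay below the WT libraries there. Priming of naive cells by the loss of HP1γ would also raise the opening peaks and stays open. The value of 0.82 for Treg-opened peaks in naive cells is subject to the same limit. In HP1α naive cells the correlation with activation was -0.01.

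The Cd4 peaks that were higher in HP1γ KO in every condition stood alone. None of the other 15 peaks within 50 kb was called in any HP1γ condition (0 other peaks), and 0 of the 17 were called in HP1α. The lowest of the 9 KO libraries had a log2 CPM of 8.90 at the larger peak and the highest of the 9 WT libraries 6.85. The HP1γ KO cells carry a cre transgene driven by Cd4 regulatory sequence, which their WT cells lack. Extra copies of that sequence in the transgene may account for these peaks, and the transgene sequence was not examined here. Lag3, whose TSS peak lies in this window, had no call.

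Of the 100 calls in HP1γ naive cells, 50% had another call within 1 Mb, against a mean of 12.7% and a highest value of 28% in 1000 draws of random peaks. The same direction was seen at 91% of them in Tconv and 71% with Treg. The mice had a mixed background, and a strain or donor variant near the peaks may contribute. Co-regulated neighbours would cluster as well, so these cannot be told apart. Within 10 Mb of Cbx3, 0 of 590 peaks were called in naive cells, with 64 at an unadjusted p under 0.05 (10.8%, against 8.96% elsewhere). The share of called peaks there was 2.54% in Tconv, against 3.35% elsewhere, and 12.5% with Treg, against 11.9%. The peak near Gm64359, with 0 reads in HP1γ KO naive cells, had between 135 and 362 in HP1α WT naive cells, and between 5 and 11 in HP1γ KO Tconv, as in HP1γ WT Tconv (5 to 10).

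Of the list of 54 genes, 9 had a peak called higher in HP1α KO with Treg. That is lower than the value quoted from the study above, but the 2 counts are not alike. Here 49 of the 54 genes had an assigned peak. The study assigned peaks with another annotation and does not state its test within edgeR.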
